A study of Mus musculus with 5 samples. Its data were reported in "TAZ facilitates breast tumor growth by promoting an immune‐suppressive tumor microenvironment" (2023).

How the data were processed

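RNA sequencing was measured in 5 libraries of 4T1 cells, a mouse mammary carcinoma line, grown in culture without treatment. The labels put 3 libraries in the WT group and 2 in the TAZ-KO group, and the replicate numbers come from the same labels. The names that the deposited table gives the columns of both TAZ-KO libraries contain YAP, whereas the titles and genotypes in the labels, which tie those names to the samples, say TAZ knockout, and the groups follow the labels. According to the study's methods, a Cas9-expressing clone of 4T1 was infected with a lentivirus carrying a guide RNA against Wwtr1, the gene of TAZ, and selected with puromycin, and 2 knockout clones with the same guide were kept. The WT controls were single-cell clones of the Cas9 cells that had not received a guide, so that the groups also differ in guide vector and puromycin selection. Both TAZ-KO clones share a founder clone and a guide, and the methods do not say whether the WT clones come from that founder. Effects of the founder, or of the guide on other genes, cannot be told apart from those of TAZ loss. Each library is a single clone, so the p-values measure the spread between these clones. With 3 libraries against 2 there are 10 splits, and an exact permutation test cannot give a p under 0.1.

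The authors deposited 1 table with raw counts per gene, counts divided by a size factor per library (a normalised signal), regularised log2 values and the results of their own comparison, with a log2 fold change, a p-value and an adjusted p-value per gene. According to the study's methods, reads were trimmed with cutadapt, aligned with STAR and counted per gene in the UTAP pipeline, and the submitters' processing notes name the mm10 build and DESeq2. The library protocol of these samples is named as an mRNA protocol in the labels and as a barcoded 3' end protocol in the methods, and strand handling is not given in the sources used here. The table lists 13143 genes by symbol, and each has more than 5 counts in at least 1 library, so genes below that level were removed before deposit. No mitochondrially encoded gene is listed. The deposited normalised signal and log2 values were not used in any test. The methods name a surrogate-variable batch correction for cultured cells without its terms. DESeq2 run here without any batch term differed from the deposited log2 fold changes by at most 6.74e-05, so the deposited comparison holds no such term.

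Total counts ranged from 14695384 to 16452147 per library, and 3 counts corresponded to 0.182 to 0.204 CPM, which are counts scaled to a common library total. Floors and counting intervals (exact Poisson, 95%) cover counting error only. The 95% intervals and bounds of gene classes and chromosomes come from resampling their genes (2000 draws). They cover the spread between genes, which are not independent, and not that between clones. The main test was the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) on the deposited counts with TMM normalisation, the filterByExpr filter by group, genotype as the only term and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. It tested 11975 genes. Fold changes are TAZ-KO over WT, standard errors are the fold change divided by the square root of F, and levels are CPM with TMM-scaled library sizes. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Of the 34 lists, 30 had the 3 tested members needed, and adjustment was over these 30. Of these lists, 7 are parts of signatures that the study derived from tumours with a TAZ shRNA, which are other libraries. The members used run in alphabetical order and stop at or before the letter E, so later members of each signature were not tested. Coordinates are those of the GENCODE annotation of mm10, in which 12670 of the listed symbols were found as written.

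The alternatives were DESeq2 size factors in edgeR, total counts only, no low-count filter, at least 50 counts in at least 2 libraries, DESeq2 1.42.0, limma-voom, the replicate number as a block, 1 surrogate variable from sva 3.50.0, leaving out each library, stricter thresholds and, for lists, an estimated correlation, fry and preranked enrichment with fgsea 1.28.0 (10000 permutations). Alternatives for tables without counts, a pseudocount and a filter on low normalised values, were not run because counts were deposited. The tests of genes and lists, the lists and these alternatives were fixed before the data were examined. DESeq2 with the 2-fold limit of the deposited calls was added afterwards, as were most of the tests of technical explanations, which are named where they are given. Genes named by rule were Wwtr1, Yap1, tafazzin, Wisp1, Il23a and Ctgf, up to 10 genes per direction with the largest called change, a mean of at least 1 log2 CPM, every TAZ-KO library beyond every WT library and a symbol that is not of a predicted gene, Riken clone or pseudogene, and up to 4 members of each list with the smallest adjusted p. Some genes that the rule names are not reported here.

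The scripts were tested on simulated counts for the comparison of TAZ-KO with WT, with 200 changed genes. With the spread of all 5 libraries taken gene by gene, edgeR on 11802 genes recovered 72% of 4-fold and 97% of 16-fold changes and called 16 unchanged genes. The first simulation had taken the spread from the trend over genes, on 11810 genes, where it recovered 88% and 100% and called 11 unchanged genes, and the other simulations were added after that result was seen. DESeq2 with the gene-by-gene spread recovered 88% of 4-fold and 98% of 16-fold changes and called 56 unchanged genes. With the spread of the libraries other than WT replicate 1 and no hidden factor, the fit with a surrogate variable recovered 0% of 4-fold and 11% of 16-fold changes. When a hidden factor was simulated in WT replicates 2 and 3, the surrogate variable left 0% of 4-fold and 47% of 16-fold changes called. The main edgeR test recovered 73% and 83% there and called 0 unchanged genes. DESeq2 recovered 90% and 100% and called 55 unchanged genes. When the factor was placed in WT replicate 1 and TAZ-KO replicate 1, the surrogate variable left 98% and 100%, and the main edgeR test recovered 55% and 72%. In the real libraries the surrogate variable and genotype had an absolute correlation of 0.523.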

Results

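The transcriptomes of TAZ wild-type (WT) and TAZ knockout (TAZ-KO) 4T1 mouse breast cancer cells were compared in culture, to ask which genes depend on TAZ in the tumour cells themselves. There were 3 WT clones and 2 TAZ-KO clones with 1 library each. The libraries held 15349994, 15511646 and 16452147 counts in WT clones 1, 2 and 3 and 14695384 and 15379966 in TAZ-KO clones 1 and 2. Levels are counts scaled to a common library total (CPM), given as mean ± SD with n = 3 for WT and n = 2 for TAZ-KO, and fold changes are from edgeR.

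The targeted gene was examined first. Wwtr1, which encodes TAZ (chromosome 3, 57455649 to 57575910, minus strand), was at 659.7, 312 and 315 CPM in WT clones 1, 2 and 3 and at 129 and 152 CPM in TAZ-KO clones 1 and 2. Both TAZ-KO clones lay below every WT clone, with a mean of 140.4 ± 16.6 against 429 ± 199.8 and a log2 fold change of -1.61 (SE 0.40). The difference did not pass edgeR's test (adjusted p = 0.19), whereas it passed DESeq2 (adjusted p = 0.00594), the fit with a surrogate variable (log2 fold change -2.02, adjusted p = 0.00205) and edgeR without WT clone 1 (log2 fold change -1.16, SE 0.16, adjusted p = 0.00193). Yap1, which encodes the TAZ paralogue YAP, was at 206 ± 24.9 CPM in WT and 197 ± 52.4 in TAZ-KO (log2 fold change -0.06, SE 0.25, adjusted p = 0.913). Its log2 fold change was 0.04 without WT clone 1 and 0.21 without TAZ-KO clone 1. The gene listed under the symbol Taz is tafazzin, an enzyme of cardiolipin remodelling, and was at 25.1 ± 5.89 and 22.4 ± 1.88 CPM (adjusted p = 0.763).

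A few transcripts were nearly absent from both TAZ-KO clones, which share a founder clone and a guide. Of 11975 genes tested, 6 passed edgeR's test, of which 1 rose and 5 fell in TAZ-KO clones. Rbm7 (chromosome 9, 48488701 to 48495299), an RNA-binding subunit of a nuclear exosome targeting complex, was at 15.9 ± 0.737 CPM in WT and had 0 counts in both TAZ-KO clones, which is at least 80.0-fold lower at a floor of 3 counts per library (adjusted p = 0.0261). Dsc2 (chromosome 18, 20030633 to 20059554), a desmosomal cadherin, also fell from 12.5 ± 1.12 CPM to 0 counts in both clones and was at least 62.7-fold lower (adjusted p = 0.0348). Col4a5 (X chromosome, 141475385 to 141689234), a chain of basement membrane collagen, fell from 35.9 ± 9.27 CPM to 1 count over both TAZ-KO clones (WT over TAZ-KO ratio 1078, exact Poisson 95% interval 193 to 42612; adjusted p = 0.0261). Complement component C3 (chromosome 17, 57203970 to 57228136) fell from 113 ± 13.9 to 1.96 ± 0.973 CPM, 57.4-fold (log2 fold change -5.84, SE 0.41, adjusted p = 0.0261). The actin-bundling protein gene Lcp1 (chromosome 14, 75131101 to 75230842) fell from 37.3 ± 12.1 to 0.266 ± 0.19 CPM (log2 fold change -7.09, SE 0.61, adjusted p = 0.0385), and TAZ-KO clone 2 was lower along this whole chromosome (median log2 difference -0.45). Ggct (chromosome 6, 54982580 to 54992950), an enzyme of glutathione breakdown, rose from 14 ± 1.81 to 70.7 ± 1.97 CPM, 5.06-fold (log2 fold change 2.34, SE 0.21, adjusted p = 0.0427). DESeq2 and the fit with a surrogate variable called all 6 of these genes too, whereas limma-voom called 3 of them and not Ggct (adjusted p = 0.0597), Col4a5 (0.0683) or Lcp1 (0.0703).

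The count of called genes depended on the test and on single clones. DESeq2 called 690 genes (282 higher and 408 lower in TAZ-KO), and the authors' deposited table calls 603 (256 higher, 347 lower) with a 2-fold limit. Without WT clone 1, edgeR called 4598 genes (2263 higher, 2335 lower), and it called 0 without WT clone 2 (998 genes at an unadjusted p under 0.05), without WT clone 3 (1063), without TAZ-KO clone 1 (852) or without TAZ-KO clone 2 (861), where limma-voom and DESeq2 were not run.

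**Figure D1:**
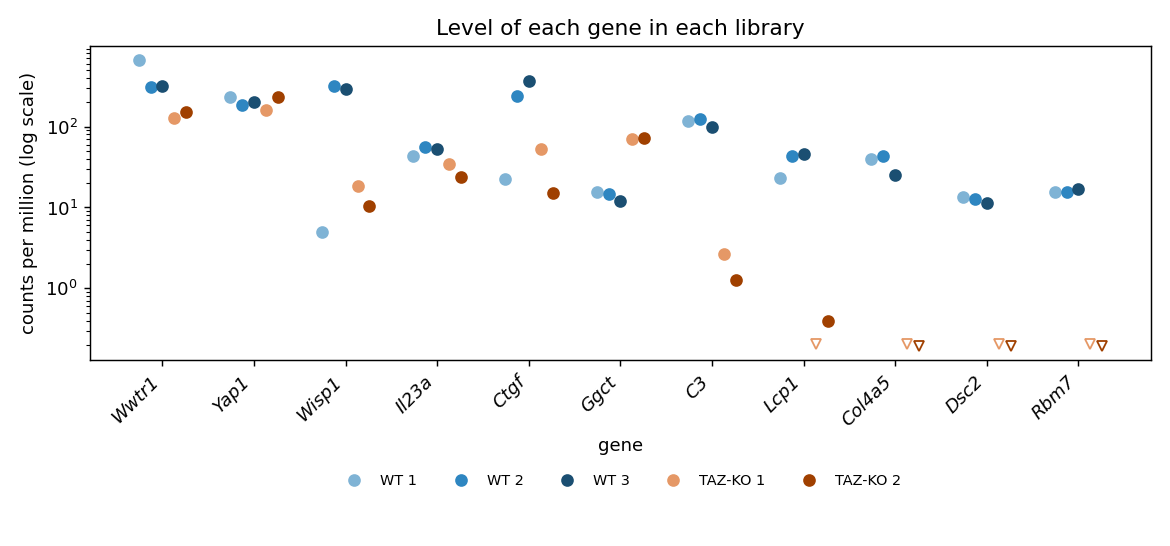
CPM of 11 genes (log scale) in each library, 1 point per clone, with open triangles at the floor of 3 counts where a clone lay under it. Wwtr1 was at 659.7, 312 and 315 CPM in WT clones and at 129 and 152 CPM in TAZ-KO clones, and Wisp1 and Ctgf were low in WT clone 1 as well as in both TAZ-KO clones.

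The study's question of TAZ-dependent secreted factors was addressed with Wisp1 and Il23a. Il23a, a subunit of interleukin 23 (chromosome 10, 128296139 to 128298752), was at 50.9 ± 6.72 CPM in WT and 29.3 ± 7.89 in TAZ-KO, with both TAZ-KO clones below every WT clone (log2 fold change -0.80, SE 0.26, adjusted p = 0.235). Wisp1, a matricellular protein of the CCN family (chromosome 15, 66891320 to 66923201), was at 5.02, 314 and 294 CPM in WT clones 1, 2 and 3 and at 18.3 and 10.3 CPM in TAZ-KO clones (log2 fold change -3.83, SE 1.52, adjusted p = 0.281). The log2 fold change of Wisp1 was -4.40 without WT clone 1 and 0.25 with a surrogate variable. Without WT clone 1, Wisp1 and Il23a fell in edgeR (adjusted p = 0.000166 and 0.013). WT clone 1 had the highest Wwtr1 level (659.7 CPM), yet its Wisp1 level lay below that of both TAZ-KO clones. The fit without it leaves out the clone that goes against a dependence of Wisp1 on TAZ, so it cannot decide that dependence.

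YAP/TAZ target genes were lower in TAZ-KO clones than in WT clones 2 and 3, with WT clone 1 near the TAZ-KO clones. The list fell by camera (17 tested members, median log2 fold change -0.80, adjusted p = 0.00486), and 15 of 17 members had a negative fold change. The call was lost with an estimated correlation (adjusted p = 0.734 with an estimated correlation) and with a surrogate variable (adjusted p = 0.0847). With fry in its directional form, each of the 6 lists called by camera was lost (adjusted p = 0.419 to 0.488). No single member passed edgeR over all genes, and C3, in the adipogenesis list, was the 1 member of any fixed list that did. Of the YAP/TAZ targets, 7 were lower at an unadjusted p under 0.05 and 4 by DESeq2, and 1, the Arf GTPase-activating protein gene Asap1, fell when adjusted over the list alone (644 ± 82.3 to 277 ± 20.1 CPM, log2 fold change -1.21, SE 0.23). Without WT clone 1, 13 of the 17 members fell over all genes, Ctgf among them (adjusted p = 0.00347). The Hippo kinase gene Lats2 was at 86.7 ± 32.8 and 33.8 ± 0.624 CPM (on chromosome 14, along which TAZ-KO clone 2 was lower by a median of -0.45), and the growth arrest gene Gadd45a at 19.8, 215 and 231 CPM in WT clones against 15.7 and 14.2 in TAZ-KO clones. Ctgf, a well-known YAP/TAZ target (chromosome 10, 24595442 to 24598683), was at 22.3, 239 and 370.3 CPM in WT clones and 53.1 and 15.1 CPM in TAZ-KO clones (log2 fold change -2.62, SE 1.15, adjusted p = 0.306). The mean of the list in WT clone 1 lay 0.58 below the mean of all libraries on the log2 scale (-0.58). This was between TAZ-KO clones 1 (-0.51) and 2 (-0.69), with WT clones 2 and 3 at 0.86 and 0.92. WT clone 1 nevertheless had the highest Wwtr1 level (659.7 CPM). Over the WT clones the list thus did not follow the Wwtr1 level, and the fit without WT clone 1 leaves out the clone that shows this. Hippo pathway genes did not pass as a list (22 members, adjusted p = 0.533). The transcription factor gene Tead1 was at 436 ± 148.7 and 206 ± 63.5 CPM and the scaffold gene Sav1 at 126 ± 34.5 and 207 ± 2.45 CPM (adjusted p = 0.26 and 0.262).

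**Figure D2:**
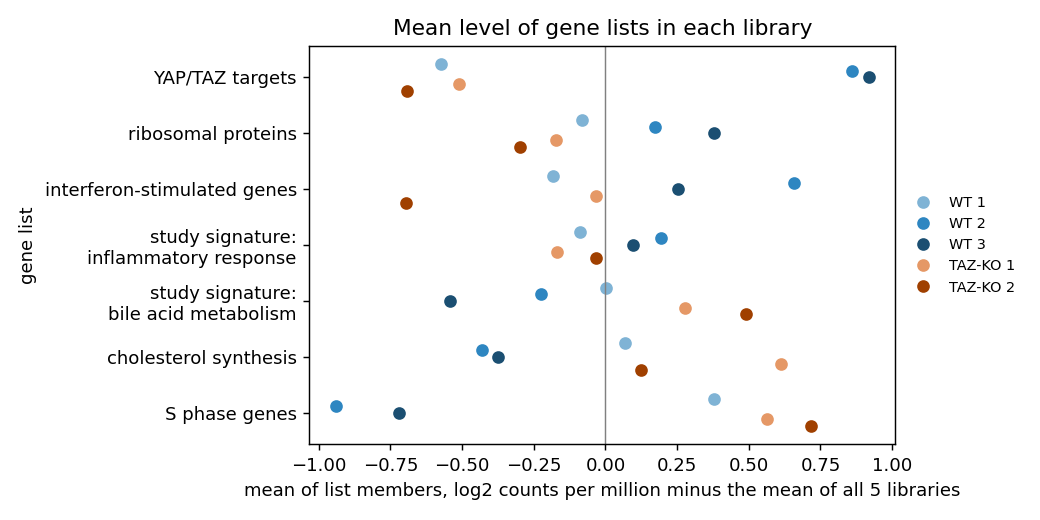
Mean of the members of 7 gene lists in each library, as log2 CPM minus the mean of all 5 libraries, 1 point per clone. For YAP/TAZ targets WT clone 1 lay at -0.58, near TAZ-KO clones 1 (-0.51) and 2 (-0.69).

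Genes of inflammation were examined next, since the study asked whether its inflammatory response signature, chosen in tumours, depends on TAZ in cultured cells. Only an alphabetical part of this signature, from Abca1 to Cybb, was tested here. Of its 27 tested members, 0 were called by edgeR over all genes (9 at an unadjusted p under 0.05, 4 by DESeq2, and 6 higher and 9 lower without WT clone 1), and 3 rose and 3 fell adjusted over the list alone. The list did not pass camera (adjusted p = 0.533) or the permutations of preranked enrichment (adjusted p = 0.248), and its median log2 fold change was -0.01 against a mean of -0.26. The costimulatory receptor gene Cd40 was at 1.36, 9.81 and 7.77 CPM in WT clones and had 3 counts over both TAZ-KO clones (WT over TAZ-KO ratio 65.0, exact Poisson 95% interval 22.0 to 317; adjusted p = 0.141). The actin regulator gene Abi1 was at 270 ± 66.4 and 127 ± 19.6 CPM (adjusted p = 0.197).

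Interferon-stimulated genes fell by camera (24 members, 19 with a negative fold change, median log2 fold change -0.59, adjusted p = 0.0228; adjusted p = 0.734 with an estimated correlation), with 0 members called by edgeR, 6 lower at an unadjusted p under 0.05 and 2 by DESeq2, but 8 lower without WT clone 1. The call was lost without WT clone 2 (adjusted p = 0.139), without TAZ-KO clone 2 (adjusted p = 0.473), with a surrogate variable (adjusted p = 0.308), with fry (adjusted p = 0.488) and in preranked enrichment (adjusted p = 0.122). The antiviral gene Ifit1 was at 6.08 ± 3.21 and 1.13 ± 1.03 CPM and Oasl1 at 11.9 ± 8.78 and 1.22 ± 1.35 CPM. The mean of the list was -0.18 in WT clone 1, 0.66 and 0.25 in WT clones 2 and 3, and -0.03 and -0.69 in TAZ-KO clones. MHC class I presentation genes did not pass camera (15 members, adjusted p = 0.172), but fell without WT clone 3 (adjusted p = 0.0319). They passed fry's test for members changed in either direction (adjusted p = 0.00235). Adjusted over the list alone, the class I heavy chain gene H2-D1 fell from 273 ± 15.7 to 148 ± 10.1 CPM (log2 fold change -0.89, SE 0.20) and the chaperone gene Calr rose from 539 ± 169.7 to 1413 ± 169.7 CPM (log2 fold change 1.39, SE 0.30). Immune checkpoint ligands (10 members, adjusted p = 0.172) included Pvr, a ligand of the receptors TIGIT and CD226, at 148 ± 47.5 and 61.8 ± 11.5 CPM, and Pvrl2 at 88.9 ± 30.9 and 39.1 ± 6.97 CPM. Chemokines (9 members, adjusted p = 0.533) included Cxcl16 at 27 ± 19.8 and 4.48 ± 0.264 CPM, with WT clone 1 at 4.75 CPM. Cytokines and growth factors (24 members, adjusted p = 0.41) had a positive median log2 fold change of 0.28 and an upward camera direction but a negative mean of -0.07. Of these, the angiogenic factor gene Vegfa fell adjusted over the list alone (217 ± 60.3 to 60.5 ± 16.5 CPM, log2 fold change -1.84, SE 0.34) and the EGF receptor ligand gene Areg rose (51 ± 8.78 to 120.4 ± 20.9 CPM, log2 fold change 1.24, SE 0.23).

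Genes of DNA replication were higher in TAZ-KO clones. S phase genes rose by camera (20 of 20 members with a positive fold change, median log2 fold change 0.80, adjusted p = 6.89e-06; adjusted p = 0.734 with an estimated correlation), and in 13 members (65%) both TAZ-KO clones lay above every WT clone, as they did in 18.7% of all tested genes, where chance gives 10%. No member was called over all genes by edgeR (6 at an unadjusted p under 0.05, 1 by DESeq2), but 17 rose without WT clone 1. Rrm2, a subunit of ribonucleotide reductase, rose adjusted over the list alone from 113 ± 48.7 to 416 ± 10.4 CPM (log2 fold change 1.88, SE 0.35). The replication licensing gene Cdc6 was at 50.9, 11.1 and 12 CPM in WT clones and at 73.4 and 88.9 CPM in TAZ-KO clones, and Tyms, thymidylate synthase, was at 51.3 ± 7.80 and 83.7 ± 1.33 CPM. The mean of the list was 0.38 in WT clone 1, -0.94 and -0.72 in WT clones 2 and 3, and 0.56 and 0.72 in TAZ-KO clones. Among RNAs that normally lack poly(A) tails, 36 of 38 replication-dependent histone genes were higher in both TAZ-KO clones than in every WT clone (94.7%, against the same 18.7%). Of these histone genes, 0 were called by edgeR, and many lay at low CPM. G2/M genes did not pass camera (20 members, adjusted p = 0.0602), but rose without WT clone 1 (adjusted p = 0.0382), without WT clone 3 (0.0246), without TAZ-KO clone 2 (0.0139), with total counts (0.0468), with at least 50 counts in 2 libraries (0.0246) and in preranked enrichment (0.0227). The topoisomerase gene Top2a was at 733 ± 145.4 and 1224 ± 204.8 CPM. Apoptosis regulators (20 members, adjusted p = 0.522) and p53 targets (16 members, adjusted p = 0.303) did not pass. Both lists include the proapoptotic gene Bbc3, at 41.7 ± 11 and 15.8 ± 4.19 CPM (adjusted p = 0.163), and the first includes Bid, at 49.4 ± 11 and 22.7 ± 6.77 CPM.

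Among metabolic lists, cholesterol synthesis genes rose by camera (17 of 20 members with a positive fold change, median log2 fold change 0.48, adjusted p = 0.00446; adjusted p = 0.734 with an estimated correlation), and the call was lost without TAZ-KO clone 1 (adjusted p = 0.223). No member passed edgeR (7 at an unadjusted p under 0.05, 1 by DESeq2), but 10 rose and 1 fell without WT clone 1. Hmgcs1, a synthase early in the pathway, was at 38.1 ± 11 and 72.2 ± 26.9 CPM. The mean of the list was 0.07 in WT clone 1, -0.43 and -0.38 in WT clones 2 and 3, and 0.61 and 0.12 in TAZ-KO clones. The study derived its signatures from pathways that were enriched in control over TAZ shRNA tumours. Opposite to that direction, the tested part of its bile acid signature (Abca1 to Bcar3, in alphabetical order) rose (10 of 11 members with a positive fold change, adjusted p = 0.04; adjusted p = 0.734 with an estimated correlation). The call was lost without WT clone 1 (adjusted p = 0.0817), without WT clone 3 (adjusted p = 0.0585), without TAZ-KO clone 2 (adjusted p = 0.132), with a surrogate variable (adjusted p = 0.158), in preranked enrichment (adjusted p = 0.0683) and with both other low-count filters. Without WT clone 1, 4 of its members rose over all genes. Its member Acsl1, which activates long-chain fatty acids, rose adjusted over the list alone from 23.7 ± 1.73 to 48.6 ± 2.10 CPM (log2 fold change 1.03, SE 0.20). Glycolysis and hypoxia genes did not pass camera (23 members, adjusted p = 0.533). Their median log2 fold change of 0.29 and camera direction were positive, whereas the normalised score of preranked enrichment was negative (-1.34). In this list the hypoxia-inducible gene Ndrg1 fell adjusted over the list alone, from 695 ± 134.1 to 168 ± 27.3 CPM (log2 fold change -2.05, SE 0.28, adjusted p over all genes = 0.088), and the hexokinase gene Hk2 was at 110.4 ± 22.8 and 53.7 ± 13.4 CPM. NRF2 targets did not pass (15 members, adjusted p = 0.533), and Nqo1 was at 4.92 ± 1.43 and 12.8 ± 1.37 CPM. Unfolded protein and amino acid stress genes did not pass camera (19 members, adjusted p = 0.113), but fell without WT clone 1 (adjusted p = 0.00983) and without TAZ-KO clone 2 (adjusted p = 0.00801). Of these, Trib3 was at 56.6, 563 and 495 CPM in WT clones and at 17.5 and 50.8 CPM in TAZ-KO clones, and Ppp1r15a, a phosphatase subunit of the stress response, at 34.7, 254 and 233 CPM against 16.5 and 22.4 CPM. The study's signatures of peroxisome (adjusted p = 0.656), adipogenesis (0.819), xenobiotic metabolism (0.562), oxidative phosphorylation (0.819) and fatty acid metabolism (0.387) did not pass either. The median and the mean differed in sign for peroxisome (0.13 and -0.11), adipogenesis (0.07 and -0.14) and xenobiotic metabolism (0.02 and -0.01). In the adipogenesis list the transcriptional repressor gene Bcl6 fell adjusted over the list alone (43.7 ± 11.8 to 14.1 ± 2.96 CPM; chromosome 16, along which TAZ-KO clone 1 was lower by a median log2 difference of -0.58), and in the xenobiotic list the complement gene Cfb was at 1.37 ± 0.348 and 7.03 ± 3.43 CPM (adjusted p = 0.141).

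Lists of cell identity showed single members apart from their groups. Epithelial identity genes did not pass camera (19 members, adjusted p = 0.272), but fell without TAZ-KO clone 1 (adjusted p = 0.0157) and in preranked enrichment (adjusted p = 0.0392). Adjusted over the list alone, Krt19 rose from 41.7 ± 1.61 to 74.5 ± 12.8 CPM and the tight junction gene Tjp3 fell from 11.2 ± 7.11 to 1.16 ± 0.697 CPM. Mesenchymal transition genes (14 members, adjusted p = 0.533) included the intermediate filament gene Vim at 9180.2, 2796 and 3904 CPM in WT clones and 11142 and 15194 CPM in TAZ-KO clones. Keratins and regulators of basal and luminal identity (5 members) had an adjusted p of 0.533. Of 18 extracellular matrix genes (adjusted p = 0.533), the protease inhibitor gene Timp1 (51.4 ± 7.65 to 100.2 ± 3.99 CPM) and the glycoprotein gene Tnc (28.7 ± 6.54 to 60.3 ± 6.46 CPM) rose adjusted over the list alone. The extracellular matrix list passed fry's test for members changed in either direction (adjusted p = 0.00235). TGF-beta response genes (16 members, adjusted p = 0.565) included Id1 at 17.6 ± 10.8 and 59.3 ± 34.2 CPM. Immediate early genes (21 members, adjusted p = 0.753) included Myc at 304, 1091 and 1208 CPM in WT clones and 211 and 249.7 CPM in TAZ-KO clones.

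Ribosomal protein genes fell by camera (28 of 30 members with a negative fold change, median log2 fold change -0.42, adjusted p = 0.000202; adjusted p = 0.734 with an estimated correlation), with 0 members called by edgeR, 8 at an unadjusted p under 0.05, 1 by DESeq2 and 10 without WT clone 1, and the call was lost with a surrogate variable (adjusted p = 0.0586). The mean of the list was -0.08 in WT clone 1, 0.17 and 0.38 in WT clones 2 and 3, and -0.17 and -0.30 in TAZ-KO clones. Rpl37 was at 147 ± 8.60 and 91.9 ± 0.291 CPM and Rps3 at 1631 ± 248.7 and 963 ± 159.7 CPM. Few markers of other cell types were measured. Of the fibroblast markers 2 were tested, of which Pdgfra was at 117, 37.9 and 26.3 CPM in WT clones and at 90.8 and 89.7 in TAZ-KO clones. The 1 leukocyte marker tested, Lyz2, was at 5.63 CPM in WT clone 1 and at 1.07 to 1.41 CPM in the other clones. Of 2 endothelial markers tested, Egfl7, which also hosts a microRNA, fell adjusted over the list alone from 16.9 ± 3.84 to 5.38 ± 0.223 CPM. No mitochondrially encoded gene was listed.

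Finally, the clones were compared with each other. WT clones 2 and 3 were alike (Pearson correlation of log2 CPM across genes 0.988), as were both TAZ-KO clones (0.975), and no pair agreed within sampling noise, so that none was counted as 1 library deposited 2 times. WT clone 1 correlated more closely with TAZ-KO clones 1 (0.946) and 2 (0.951) than with WT clones 2 (0.922) and 3 (0.923). Genes are not independent replicates, and these correlations were not tested. PC1 held 65.6% of the variance and placed WT clones 2 and 3 at 60.5 and 63.2 and WT clone 1 at -24.2, with TAZ-KO clones 1 and 2 at -47.0 and -52.4.

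**Figure D3:**
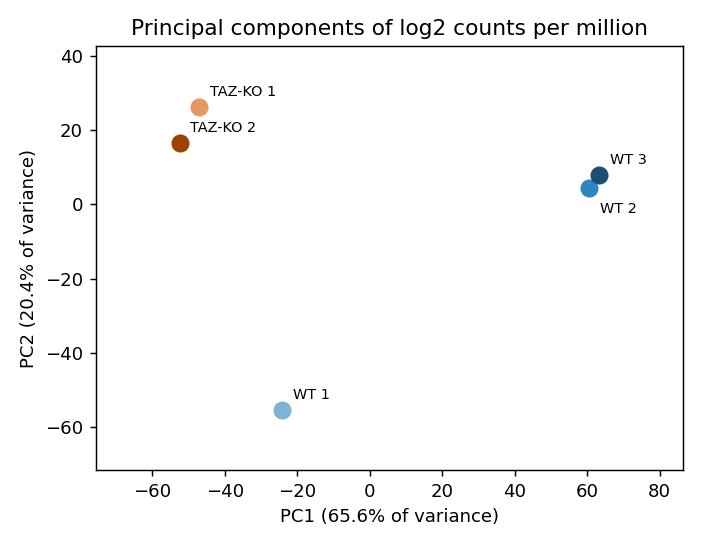
First and second principal components of log2 CPM, 1 point per library, with the share of variance on each axis. WT clone 1 lay at -24.2 on PC1, on the side of TAZ-KO clones (-47.0 and -52.4), and WT clones 2 and 3 at 60.5 and 63.2.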

Values the study reported

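The study used 2 independent TAZ-KO clones and 3 WT clones of 4T1 cells. For the inflammatory response signature in cultured cells it reported enrichment in WT compared with TAZ-KO cells at an FDR of 0.01.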

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

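Of these tests, DESeq2 with a 2-fold limit was chosen only after results were seen. The count of 6 genes stayed at 6 with DESeq2 size factors, with total counts, with at least 50 counts in 2 libraries and with a 2-fold limit. It was 4 with limma-voom, of which 3 were among the 6, 10 without a low-count filter, 690 with DESeq2, 603 with DESeq2 and a 2-fold limit, 528 with 1 surrogate variable and 0 in edgeR at an adjusted p under 0.01 (2078 genes at an unadjusted p under 0.05, 336 by DESeq2 at that limit), and from 0 to 4598 when a library was left out (0 without WT clone 2, 4598 without WT clone 1). With the replicate number as a block (replicate block) edgeR called 0 genes (898 at an unadjusted p under 0.05) with 1 residual degree of freedom, the bile acid signature was lost (adjusted p = 0.0804), and G2/M genes (0.0143), stress genes (0.0143) and MHC class I genes (0.0307) passed. The numbers name clones and do not pair them, and deviations of same-numbered libraries correlated at -0.119. The targeted gene Wwtr1 kept its direction in each alternative, with a log2 fold change of -1.61 in DESeq2, -2.02 with a surrogate variable and -1.80 to -1.16 when a library was left out. The YAP/TAZ target list had an adjusted p of 0.0847 with a surrogate variable, 0.734 with an estimated correlation and 0.419 with fry. Of 5 other called lists, 2 were called with a surrogate variable, 0 with an estimated correlation and 0 with fry. The tested part of the inflammatory response signature did not pass in any of its 14 alternatives. Over the named genes and alternatives, 568 values kept their direction and side of the threshold, 97 passed it only in the alternative and 33, of the 6 called genes, no longer passed it. Among the named genes the sign changed for Yap1 (-0.36 to 0.21 when a library was left out, 0.04 without WT clone 1, 0.21 without TAZ-KO clone 1) and Wisp1 (0.25 with a surrogate variable). For the relations among libraries, the mean correlation of WT clone 1 with TAZ-KO clones minus that with the other WT clones moved from 0.0263 to 0.0656 over the 500 most variable genes. The cause was not tested for any of these changes. Depth limits the levels of Rbm7, Dsc2 and Col4a5 in TAZ-KO clones, where 3 counts are 0.199 CPM.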

Other observations

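The tests chosen only after results were seen were the splits of the libraries, the Wwtr1 ratio, the 4 tests on histone and small RNA genes and both tests of copy loss. Genes present in some clones and absent in others (at most 3 against at least 50 counts) were chosen after their values were seen. Zc4h2, a zinc finger gene, had 86 and 72 counts in TAZ-KO clones and 0 in every WT clone, the opposite of Rbm7 and Dsc2. Edn1, which encodes the vasoconstrictor peptide endothelin 1, had 202 and 184 counts in WT clones 2 and 3 and 0 in WT clone 1, with 3 and 2 in TAZ-KO clones. The collagenase gene Mmp1a had 60 counts in WT clone 1 and 90 and 97 in TAZ-KO clones, but 0 in WT clones 2 and 3. Casd1 had 0 counts in TAZ-KO clone 1 alone and Zfp57 had 0 in TAZ-KO clone 2 alone. Of the 6 nearest tested genes around each called gene, edgeR called 0. It called only 6 of 11975 genes in all, so this count cannot tell whether a locus changed. The median log2 fold change of the neighbours lay between -0.19 (around C3) and 0.38 (around Rbm7). Single neighbours varied more widely, from -3.31 to 3.45 around Dsc2.

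WT clone 1 lay nearer TAZ-KO clones than the other WT clones, at 0.646 of the distance. A TAZ-KO library under a WT label is argued against by Wwtr1, 4.34 times higher in WT clone 1 than in the higher TAZ-KO clone, GC content and transcript length by a ratio of 0.649 after their trends were removed, and chromosome copy number by a ratio of 0.576 after centring along chromosomes. Small nuclear and nucleolar RNA genes, higher in TAZ-KO, were lower in WT clone 1 than in WT clones 2 and 3 (-0.59), so these genes showed no batch shared with TAZ-KO. They cannot decide the question, since their rise in TAZ-KO may go with genotype. A shared library batch stays open because no label names one. The 10 splits are too few for a share under 0.05, and 2 of them called at least the 6 genes of the real split, with 3313 for WT clones 2 and 3 against the rest, a split that restates the nearness of WT clone 1 to TAZ-KO and is no separate evidence of it. Differences between single-cell clones were not tested as a biological explanation.

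RNAs that normally lack poly(A) tails were higher in TAZ-KO clones, with 36 of 38 histone genes and 28 of 60 small nuclear and nucleolar RNA genes (46.7%) above every WT clone, against 18.7% of all tested genes and 10% by chance. In both classes edgeR called 0 genes (smallest adjusted p = 0.0539, for Hist1h3d), and many members lay at low CPM. More cells in S phase may account for part of the rise in histone genes. These were 0.47 (95% interval 0.21 to 0.71) higher in WT clone 1 than in WT clones 2 and 3, against 1.21 for the S phase list. That interval covers the spread between genes and not that between clones, and even so is too wide to decide. WT clone 1 lay nearer TAZ-KO clones in the S phase list (0.38 against 0.56 and 0.72) than in the histone genes (-0.35 against 1.00 and 0.99). This contrast rests on 1 clone and leaves open how much of the rise S phase covers. Less complete removal of such RNA cannot be told apart from genotype, since both TAZ-KO libraries carry it. Absence of Rbm7 mRNA is a further candidate explanation, and it too is confounded with genotype. The small RNA genes were lower in WT clone 1 than in WT clones 2 and 3 (-0.59, upper bound -0.42). Rbm7 was at a like level in these clones (15.4, 15.6 and 16.8 CPM), so that comparison cannot test its absence.

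TAZ-KO clone 1 was lower along chromosome 16 (median log2 difference -0.58, 95% interval -0.64 to -0.56, 303 genes) and TAZ-KO clone 2 along chromosome 14 (-0.45, interval -0.50 to -0.40, 333 genes), with medians of -0.30 to 0.26 elsewhere. GC content and transcript length are argued against, since the smaller shift was -0.46 with their trends removed. Loss of 1 of 4 copies (log2 -0.42), in a line that is described as tetraploid, may account for chromosome 14, and stays open for chromosome 16, where the interval over genes leaves out that value but the gap of 0.17 is within the shifts of other chromosomes. The copy number of the libraries compared with was not measured.

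The adjusted p of the inflammatory response signature in preranked enrichment here was 0.248. That is higher than the value quoted from the study above. It was adjusted over 30 lists and rests on 27 tested genes of the 44 in the list. Those 44 are an alphabetical part of the signature, from Abca1 to Cybb, whereas the quoted value is for the study's own signature. The values are therefore not like for like, and how the quoted value was adjusted is not known here. The normalised enrichment score was -1.29, towards lower levels in TAZ-KO, and this direction is the one quoted above.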
